A study of Mus musculus with 12 samples. Its data were reported in "A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism" (2020).

How the data were processed

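RNA from 12 mouse livers was sequenced from strand-specific libraries, with 3 livers in each of 4 groups: HFD, CD, db and misty. Per the labels and the study's methods, the authors removed adapters, removed ribosomal RNA reads with Bowtie2 2.2.9, aligned reads to GRCm38 with STAR 2.6.0c, assembled transcripts with Cufflinks 2.2.1 and compared the 2 groups of each model with Cuffdiff. The labels, the series text and the methods give different sequencing instruments, library kits and, for db and misty, different ages and numbers of animals, and the labels were followed for the groups. Misty mice are treated as the lean controls of db mice, as in the study's methods, although the series text describes them as a model of obesity.

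The values analysed are the authors' deposited tables, 1 per model, with 1 line per transcript. Expression is in FPKM as the authors' Cuffdiff run gave it, 1 pooled value per group, so no spread between animals can be computed and the depth per liver is unknown. The log2 ratio is the authors' deposited value of obese over control. The p-value and the Benjamini-Hochberg q-value are those of the authors' Cuffdiff test. The test statistic, a score of the log ratio, is also the authors' deposited value. The GC content is a percent that the authors joined from Ensembl and no measurement of the livers. The 2 tables were normalized separately, and no level was compared across them.

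Transcripts that the authors tested and called (q under 0.05) were taken as changed. The tables held 62486 and 62945 transcripts for HFD and db, of which 42627 and 42978 were not tested, 17 and 37 failed and 8 and 12 had low data. Transcript numbers run to 176978 and 177229, far above the number of transcripts, so values are for the transcripts listed and not totals of a gene. A value of 0 can be a failed estimate, since the albumin gene Alb is listed at 0, a check chosen after its value was seen, and no fold is given against 0. Ratios beyond 30 on the log2 scale were set aside as estimates next to 0. Called transcripts without a finite ratio numbered 22 of 988 and 75 of 1625. The smallest deposited p, 5e-05, is shared by 556 and 883 transcripts, with q of 0.00339 and 0.00195. The deposited p correspond to the test statistic multiplied by 1.73 in both tables, near the square root of 3 samples, and 8.90% and 16.9% of called transcripts have a statistic under 2, so calls depend on that scale and the counts are also given from the statistic alone.

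mRNAs are transcripts of protein-coding genes, and lncRNAs are those of 5 Ensembl biotypes (lincRNA, antisense, sense intronic, sense overlapping and bidirectional promoter lncRNA). The tested transcripts comprised 14028 mRNAs, 1035 lncRNAs and 4771 others for HFD, and 13681, 968 and 5269 for db. The study's lncRNA 4833411C07Rik is a processed transcript and Gm10319 a transcribed pseudogene by biotype, so they enter the L-DIO list and not the lncRNA counts. The share of lower transcripts among called lncRNAs and mRNAs was compared by Fisher's exact test and the called log2 ratios by the Kolmogorov-Smirnov test. The median of all tested lncRNAs was set against 10000 random lists of mRNAs drawn from the same 20 bins of mean FPKM (seed 20201), with the 2.5th and 97.5th percentiles as limits.

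Fixed gene lists, 39 in number with 581 genes, were tested through the most abundant tested transcript of each gene against matched random lists of the same kind, which amounts to a permutation of list membership among genes of like expression and not of animals, with Benjamini-Hochberg adjustment over lists and a minimum of 3 tested genes for a median. Members tested numbered 424 and 401, and 18 and 20 had no line in the tables. List members with no line of that name are not analysed here, and some genes that the naming rule selects are not reported here. Counts adjusted over the list alone apply Benjamini-Hochberg to the deposited p of the list's members. The lists cover small MAF and partner factors, the study's L-DIO lncRNAs, lipogenesis, cholesterol, lipid droplets, fatty acid oxidation, glucose, insulin signalling, bile acids, NRF2 targets, xenobiotic metabolism, male-biased and female-biased genes, acute phase, chemokines, antigen presentation, interferon, ER stress, immediate early genes, cell cycle, circadian clock, oxidative phosphorylation, amino acids, one-carbon metabolism, hepatokines, well-known lncRNAs, the genotype list, and markers of macrophages, lymphocytes, neutrophils, stellate cells, endothelium, cholangiocytes, adipocytes, pancreas, blood cells, hepatocytes and their pericentral and periportal zones.

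Genes are named by a rule set before the data were examined, as were the groups, the comparisons, the lists and most of the alternative settings. The rule takes the 8 largest rises and the 8 largest falls among called mRNAs with 1 FPKM or more in the higher group, with 1 transcript per gene, and the 5 largest rises and falls among called lncRNAs at 0.5 FPKM or more. It adds all members of the small MAF, L-DIO and genotype lists, up to 4 called members of each other list, and the 6 genes called in both models in each of the same and opposite directions. The Y-linked genes, Alb, Hsph1, Hspa1b, Sult2a1, Lyz2, Cd68, Zdhhc13 and the Irs2 neighbourhood were chosen after their values were seen.

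The models were compared over genes tested in both by Fisher's exact test of the overlap per direction, by Pearson's and Spearman's correlation across genes, and by a z test of the difference of log2 ratios. Its standard error is the error implied by the test statistic, that is the ratio divided by its statistic, and it was used because the statistic and the deposited p were related with Spearman's rho of 0.972 and 0.968, above the 0.9 required. Alternatives tried were a q limit of 0.01, a p limit of 0.1, a fold minimum of 2, an FPKM minimum of 1, pseudocounts of 0.1 and 1, sums over the transcripts of a gene, 1 transcript per gene, other lncRNA classes, centring, matching on GC content, and 5 alternatives added after the data were seen.

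On simulated data the difference test, with 200 of 9702 genes changed, recovered 26% of 4-fold and 65% of 16-fold differences, with 4 and 7 wrong calls. Matched lists of 15 genes with no shift fell outside the limits in 5% and 6% of 200 draws, and lists shifted by 0.5 in 96.5% and 86%. Lists of the size of the lncRNA set with no shift fell outside in 4.5% and 4%, and with a shift of -0.1 in 100%. The simulated lists were drawn at random from the tested mRNAs, and the simulated noise had the size of the error that the difference test assumes. These rates therefore do not cover lists of genes that change together, nor errors that are larger than assumed. Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and matplotlib 3.10.9 for figures.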

Results

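Liver RNA profiles of lean and obese mice were compared in 2 models of obesity. In the dietary model, C57BL/6N mice received a high-fat diet (HFD) with 54 kJ% fat or a control diet (CD) with 11 kJ% fat. In the genetic model, LepRdb mice (db), which lack a working long form of the leptin receptor, were set against misty mice, which serve as lean controls. The study's methods describe the mice of both models as male. The labels give 3 livers per group, 4 groups and an age of 36 weeks for all 12 animals, while the study's methods give a younger age for the db and misty mice, so the age of those animals is uncertain. The design asks how the liver transcriptome, and long noncoding RNAs (lncRNAs) in particular, responds to diet-induced obesity (DIO) and whether genetic obesity gives the same picture. The authors' deposited table of each comparison holds 1 FPKM per group, the log2 ratio of obese over control, and the Cuffdiff p and q, so the spread between the animals is seen here only through those tests and the sequencing depth per liver is unknown. Of 62486 transcripts listed for HFD against CD, 19834 were tested by the authors, and of 62945 listed for db against misty, 19918 were tested.

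By list medians, HFD feeding raised genes of lipid storage, lipogenesis, cholesterol synthesis, the acute phase, chemokines, antigen presentation and the NRF2 pathway. It lowered genes of fatty acid oxidation and of the male liver programme. Markers of macrophages, neutrophils, lymphocytes, stellate cells and cholangiocytes were higher in the same livers. The authors' deposited table called 625 mRNA transcripts (Cuffdiff, Benjamini-Hochberg q under 0.05), of which 454 rose and 171 fell. It called 47 lncRNA transcripts, and here the balance was different, with 21 higher and 26 lower. The 625 mRNAs belong to 580 genes and the 47 lncRNAs to 45 genes. The counts rest on how the deposited p-values were scaled: read from the test statistic alone, 136 mRNAs and 13 lncRNAs passed.

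Among mRNAs at 1 FPKM or more in the higher group, the largest rise in the authors' deposited table belonged to Shc2, an adaptor of receptor tyrosine kinases, with a log2 ratio of 5.01 (Cuffdiff q = 0.00608). Ubd, which encodes the ubiquitin-like protein FAT10, went from 0.252 to 5.90 FPKM in the authors' deposited table, a 23.4-fold rise (Cuffdiff q = 0.00339). The same q in the authors' deposited table was given to Cyp2a4, a steroid hydroxylase (log2 ratio 4.12), the actin bundler Pls1 (4.07), the glutathione transferase Gstm3 (4.05), the membrane protein Ly6d (3.87), the peroxisomal oxidase Hao2 (3.65) and 5330417C22Rik (3.61). Ly6d was the most abundant of them, at 3.61 FPKM in CD and 52.9 FPKM in HFD in the authors' deposited table. The falls were led by major urinary proteins, pheromone carriers made by the male liver, with log2 ratios in the authors' deposited table of -5.48 for Mup1, -4.56 for Mup15, -4.31 for Mup16 and -3.74 for Mup17. Slco1a1, an organic anion transporter of the sinusoidal membrane, fell 25.2-fold in the authors' deposited table. Txnip, an inhibitor of thioredoxin and of glucose uptake, went from 16.3 to 0.912 FPKM in the authors' deposited table (Cuffdiff q = 0.0172). Cyp4a12b and the antitrypsin gene Serpina1e each had a log2 ratio of -3.72 in the authors' deposited table. Mup, Cyp2, Cyp3a, Cyp4a, Sult, Saa, globin, immunoglobulin and H2 genes have close copies, as do Orm, Gst, Ugt2b and Serpina1 genes, so the split of reads between their members is uncertain throughout.

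Lipid storage and sterol genes moved up. Of 16 tested genes of lipid droplets and lipid uptake, 4 rose and none fell, and 5 rose when adjusted over the list alone. In the authors' deposited table these were the droplet protein Cidea (log2 ratio 3.38, from 2.99 to 31.1 FPKM), lipoprotein lipase Lpl (1.72), Cidec (1.57) and the lipoprotein receptor Vldlr (1.40). The list's median log2 ratio was 0.59, above matched random lists of equal expression (adjusted p = 4.8e-04 by permutation of list membership with Benjamini-Hochberg adjustment, the smallest the 10000 lists can give). Of 13 tested lipogenesis genes, 2 rose and 11 did not pass, against 4 higher and 1 lower adjusted over the list alone. The authors' deposited table gave a log2 ratio of 3.60 to Thrsp, a lipogenic regulator, and of 1.53 to Fasn, the fatty acid synthase. The lipogenesis median was 0.37 (adjusted p = 0.00754 by matched-list permutation). Of 13 tested genes of cholesterol synthesis and uptake, 3 rose, which was also the count adjusted over the list alone, and the median was 0.87 (adjusted p = 0.00265 by matched-list permutation). They were Sqle, the squalene epoxidase, at 2.86, Msmo1 at 1.48 and Hmgcs1 at 0.99 in the authors' deposited table.

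Genes of fatty acid oxidation and ketogenesis moved the other way, with 3 of 19 tested members lower, none higher, and 5 lower adjusted over the list alone. In the authors' deposited table Acot1, an acyl-CoA thioesterase and PPARa target, had a log2 ratio of -2.95, the fatty acid hydroxylase Cyp4a14 one of -1.98 and the carnitine transferase Cpt2 one of -0.58. The median of the list was -0.56 (adjusted p = 4.8e-04 by matched-list permutation). Glucose genes split: of 14 tested, 1 rose and 2 fell, against 1 higher and 4 lower adjusted over the list alone, with a median of -0.24 (adjusted p = 0.0604 by matched-list permutation). The glycogen phosphorylase Pygl had a log2 ratio of 0.78 in the authors' deposited table, and the glycogen-targeting subunits Ppp1r3g and Ppp1r3c had -1.73 and -0.79. Of 11 tested insulin signalling genes 2 fell, or 3 adjusted over the list alone, and the median of -0.13 did not stand apart (adjusted p = 0.351 by matched-list permutation). These were Irs2, an adaptor of the insulin receptor, which went from 0.421 to 0.106 FPKM (log2 ratio -2.00), and Socs2 (-1.03), a feedback inhibitor of growth hormone signalling, in the authors' deposited table.

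Bile acid genes gave 1 rise and 1 fall among 16 tested, the same counts adjusted over the list alone, and a median of -0.26 (adjusted p = 0.0576 by matched-list permutation). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose with a log2 ratio of 1.91 in the authors' deposited table, and Slco1a1 fell. Targets of NRF2, a regulator of the antioxidant response, had 4 of 12 tested members higher and none lower, 6 higher adjusted over the list alone, and a median of 0.89 (adjusted p = 4.8e-04 by matched-list permutation). Beside Gstm3, the authors' deposited table gave log2 ratios of 1.19 to the quinone reductase Nqo1, 1.00 to heme oxygenase Hmox1 and 0.60 to Srxn1. Xenobiotic enzymes were mixed, with 1 of 12 tested higher and 3 lower, against 2 higher and 4 lower adjusted over the list alone, and a median of -0.24 (adjusted p = 0.169 by matched-list permutation). The authors' deposited table listed Cyp2b9 at 3.55, Cyp2c54 at -1.71, Cyp1a2 at -1.22 and Cyp2c37 at -0.51.

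Sex-biased genes showed the largest list medians. Of 17 tested male-biased liver genes 10 fell and none rose, 11 fell adjusted over the list alone, and the median log2 ratio was -2.32 (adjusted p = 4.8e-04 by matched-list permutation). Mup1, Slco1a1, Cyp4a12b and Serpina1e led this group. Of 8 tested female-biased genes 4 rose and none fell, against 4 higher and 1 lower adjusted over the list alone, and the median was 2.12 (adjusted p = 4.8e-04 by matched-list permutation). The risers were Cyp2a4, Hao2, Cyp2b9 and Fmo2, the last at a log2 ratio of 0.69 in the authors' deposited table. Slco1a1 and Cyp2b9 also belong to the bile acid and xenobiotic lists, so these lists are not separate evidence.

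Inflammatory genes rose. Of 20 tested acute phase genes 7 rose, or 10 adjusted over the list alone, with a median of 0.34 (adjusted p = 4.8e-04 by matched-list permutation). The orosomucoids Orm3 (2.58) and Orm2 (2.53) and the serum amyloids Saa2 (2.08) and Saa1 (1.83) had the largest log2 ratios in the authors' deposited table. Of 14 tested chemokines and cytokines 5 rose, or 9 adjusted over the list alone, with a median of 1.78 (adjusted p = 4.8e-04 by matched-list permutation). The B-cell attractant Cxcl13 had a log2 ratio of 3.03, Cxcl1 one of 1.78, the interferon-induced Cxcl9 one of 1.74 and Cxcl14 one of 1.53 in the authors' deposited table. For Cxcl1 this is the value of a retained-intron transcript. Of 12 tested antigen presentation genes 3 rose, or 4 adjusted over the list alone, with a median of 0.95 (adjusted p = 4.8e-04 by matched-list permutation), and the class II genes H2-Ab1, H2-DMb1 and H2-Aa stood at 1.48, 1.31 and 1.30 in the authors' deposited table. Interferon response genes gave 2 rises among 13 tested, 3 adjusted over the list alone, and a median of 0.22 (adjusted p = 0.124 by matched-list permutation), with Ifi27l2b at 2.96 and Gbp2 at 1.63 in the authors' deposited table.

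Markers of other cell types moved with these genes. Macrophage and monocyte markers rose in 9 of 19 tested cases and fell in none, 11 rose adjusted over the list alone, and the median was 1.63 (adjusted p = 4.8e-04 by matched-list permutation). The authors' deposited table gave a log2 ratio of 3.50 to Gpnmb, 2.33 to the integrin Itgax, 2.26 to the lipopolysaccharide co-receptor Cd14 and 2.19 to osteopontin, Spp1. Neutrophil markers gave 1 rise among 6 tested, 3 adjusted over the list alone, with a median of 1.95 (adjusted p = 4.8e-04 by matched-list permutation) and S100a8 at 2.07 in the authors' deposited table. T, B and NK cell markers gave 1 rise among 14 tested, 2 adjusted over the list alone, with a median of 1.28 (adjusted p = 4.8e-04 by matched-list permutation) and the antibody joining chain Jchain at 1.46 in the authors' deposited table. Stellate cell and fibrosis genes gave 3 rises among 14 tested, 4 adjusted over the list alone, with a median of 0.81 (adjusted p = 4.8e-04 by matched-list permutation). These were the collagen cross-linking enzyme Lox (2.38), Ctgf (1.60) and the basement membrane protein Nid1 (1.17) in the authors' deposited table. Cholangiocyte and progenitor markers gave 3 rises among 7 tested, 4 adjusted over the list alone, with a median of 1.12 (adjusted p = 0.00265 by matched-list permutation), namely Spp1, Afp (2.18) and Cd24a (1.36) in the authors' deposited table. None of 7 tested endothelial markers passed, also adjusted over the list alone, although their median of 0.57 lay above matched lists (adjusted p = 0.0116 by permutation). Among 8 tested hepatocyte markers 1 fell, the fatty acid binding protein Fabp1 (-1.16 in the authors' deposited table), or 2 adjusted over the list alone, with a median of -0.39 (adjusted p = 0.0345 by matched-list permutation). With sums of FPKM over transcripts the hepatocyte list no longer stood apart. None of 5 tested blood cell globin genes passed, also adjusted over the list alone, and their median was 0.27 (adjusted p = 0.169 by matched-list permutation). Only 1 adipocyte marker and 1 pancreas marker were tested, and neither passed.

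The ER stress, immediate early and cell cycle lists were higher as well, the last not past its limits with a pseudocount of 1. ER stress and integrated stress response genes rose in 4 of 16 tested cases, or 5 adjusted over the list alone, with a median of 0.70 (adjusted p = 4.8e-04 by matched-list permutation), and the authors' deposited table had Ddit4 at 1.95, Atf3 at 1.89, the chaperone partner Dnajb9 at 0.90 and Herpud1 at 0.72. The immediate early and heat shock list held 6 rises and 2 falls among 13 tested, 7 and 3 adjusted over the list alone, with a median of 0.66 (adjusted p = 9e-04 by matched-list permutation). Its risers included Fosb (2.38) and Fos (1.45), and its fallers were the heat shock genes Hsph1 (-1.13) and Hspa1b (-0.71), in the authors' deposited table. Cell cycle genes gave 2 rises among 9 tested, against 3 higher and 1 lower adjusted over the list alone, with a median of 1.20 (adjusted p = 0.00212 by matched-list permutation). The risers differ in role, since Mki67 (1.72) marks dividing cells and Cdkn1a (2.06) encodes the cell cycle inhibitor p21, in the authors' deposited table.

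Among secreted factors, 3 of 18 tested hepatokines and growth factors rose and 1 fell, against 3 higher and 4 lower adjusted over the list alone, with a median of -0.43 (adjusted p = 4.8e-04 by matched-list permutation). The fall was that of Igfbp2, an IGF binding protein, from 223 to 35.8 FPKM, and the rises were Tsku (1.88), Gdf15 (1.20) and Lect2 (0.74) in the authors' deposited table. Amino acid and urea genes gave 2 rises and 2 falls among 16 tested, 2 and 3 adjusted over the list alone, with a median of -0.37 (adjusted p = 0.00396 by matched-list permutation). The serine synthesis enzyme Psat1 stood at 2.86, the transaminase Gpt2 at 0.88, the glyoxylate transaminase Agxt at -1.48 and the glutaminase Gls2 at -0.73 in the authors' deposited table. None of 10 tested one-carbon genes passed, also adjusted over the list alone, and their median was -0.31 (adjusted p = 0.0345 by matched-list permutation). Periportal genes gave 1 rise (Aldh1b1, 1.38) and 2 falls (Hsd17b6, -1.01, and Gls2) among 10 tested in the authors' deposited table, 1 and 3 adjusted over the list alone, with a median of -0.18 (adjusted p = 0.267 by matched-list permutation). In the other lists little passed: 1 fall each among 9 pericentral genes (Cyp1a2; median -0.05, adjusted p = 0.944 by matched-list permutation) and 13 circadian genes (Nfil3, -1.22 in the authors' deposited table; median -0.17, adjusted p = 0.169), both also adjusted over the list alone. None of 13 oxidative phosphorylation genes passed, also adjusted over the list alone (median -0.04, adjusted p = 0.980 by matched-list permutation). Of the small MAF transcription factors only Maff had a tested transcript, so Mafg and Mafk could not show a change. With their partners 5 genes were tested and none passed, also adjusted over the list alone (median 0.04, adjusted p = 0.854 by matched-list permutation). In the authors' deposited table Nfe2l2 stood at 0.51, Maff at 0.65, Bach1 at -0.30, Bach2 at 0.04 and Nfe2 at -0.10. The leptin receptor gene Lepr was not called either, at -0.59 in the authors' deposited table.

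The lncRNAs that changed lie across the genome (GRCm38). Gm45086 (chromosome 7, 48724380 to 48726822) and Gm19619 (chromosome 5, 91257571 to 91283421), both intergenic, rose with log2 ratios of 2.41 and 2.39 in the authors' deposited table. Gm11967 (1.49 in the authors' deposited table) is an antisense RNA, and the libraries are strand-specific per the labels. AW112010 went from 26.5 to 72.4 FPKM and F630028O10Rik, an antisense RNA, had a log2 ratio of 1.37 in the authors' deposited table. Gm31121 (chromosome 3, 149562882 to 149660396) fell 15.8-fold in the authors' deposited table, and was followed by Gm32540 (-2.73), B930025P03Rik (-2.49), 9030616G12Rik (-2.23) and C330002G04Rik (-1.68). Of the 7 liver lncRNAs that the study selected as DIO-associated (L-DIO), partly on these samples, 4 fell, 1 rose and 2 did not pass, with the same counts adjusted over the list alone, and the median was -1.11 (adjusted p = 4.8e-04 by matched-list permutation). Because of that selection these counts are not independent evidence of their direction. The authors' deposited table gave 4833411C07Rik -1.66, 9030622O22Rik -1.11, Gm10319 -1.04 and Gm8883 -0.39, the last not called, while C730036E19Rik, which the RefSeq annotation lists under the study's name lncLSTR, rose by 1.34. By qPCR the study reports the L-DIO lncRNAs, lncLSTR among them, as reduced with HFD and in LepRdb mice, so the sequencing value of C730036E19Rik differs from it. For 9030616G12Rik the most abundant transcript was not called, at -2.03 in the authors' deposited table, and another of its transcripts is the one listed among the falls. Of 9 tested well-known lncRNAs 1 rose, the p53 target Trp53cor1 (1.60 in the authors' deposited table), or 2 adjusted over the list alone, with a median of 0.17 (adjusted p = 0.565 by matched-list permutation).

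A group of these lncRNAs lies beside Irs2 on chromosome 8, a region looked at after the values were seen. Irs2 spans 10984681 to 11008458 on the minus strand. 4833411C07Rik (10899922 to 10903893) lies 80.8 kb and B930025P03Rik (10870422 to 10882454) lies 102 kb from it, on the side of its 3′ end, with Gm32540 (10858750 to 10866186) beyond them. The study describes 4833411C07Rik as lying 5′ of Irs2, and the side given here follows from the minus strand of Irs2 in the annotation. All 3 lncRNAs and Irs2 fell in HFD livers, with log2 ratios in the authors' deposited table of -1.66, -2.49, -2.73 and -2.00.

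**Figure D1:**
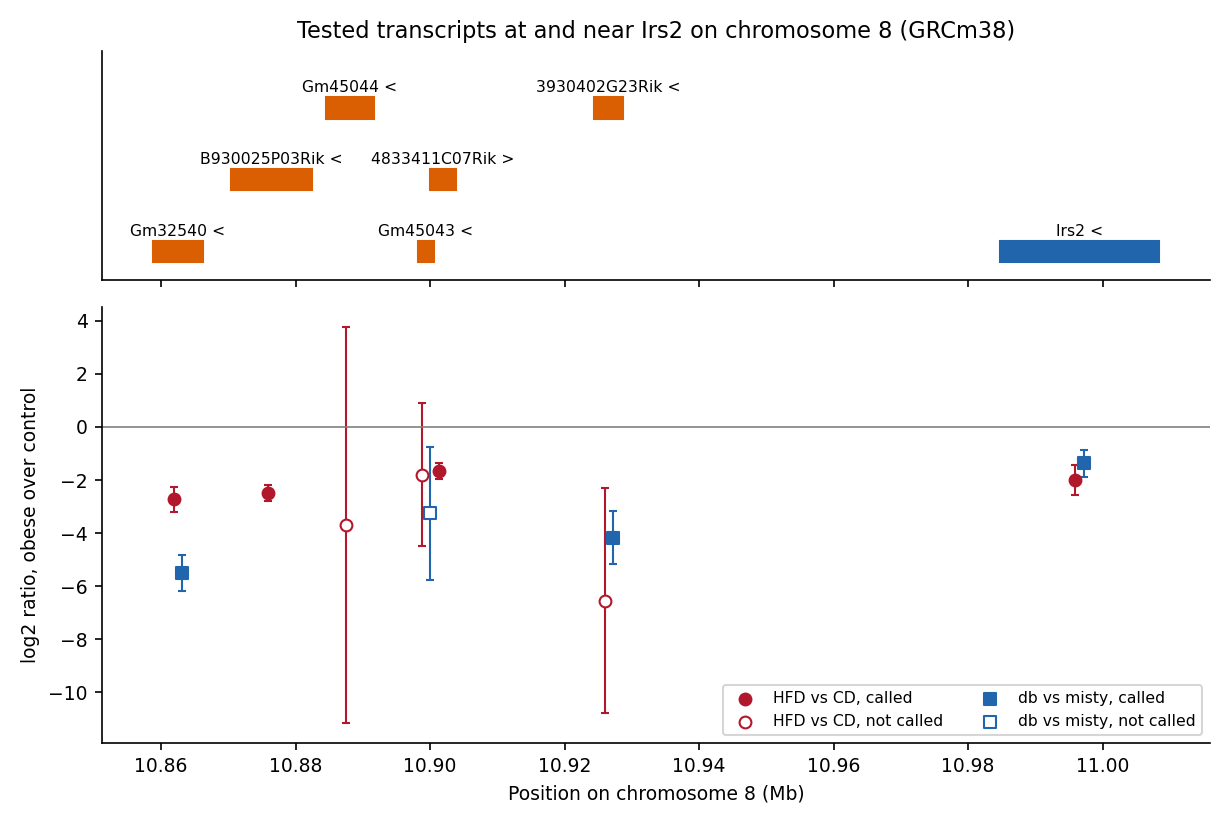
Upper panel: gene models at and near Irs2 on chromosome 8 (GRCm38, position in Mb), noncoding genes in orange, Irs2 in blue, with > or < for the strand. Lower panel: log2 ratio of obese over control for 1 tested transcript per gene, the one with the smallest implied standard error. Circles stand for HFD against CD and squares for db against misty, filled where the authors called the transcript, with bars of 1 standard error implied by the deposited test statistic. Pseudogenes and transcripts without a finite ratio are left out. The filled points run from -1.37 to -5.50, all below 0.

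Called lncRNAs were lower more often than called mRNAs in HFD livers, where most called mRNAs rose and called lncRNAs split about evenly. The share of lower lncRNAs was 47.2% at q under 0.01, 50% at p under 0.1 and 61.5% from the test statistic alone. By the calls of the authors' deposited table, 55.3% of 47 lncRNAs and 27.4% of 625 mRNAs were lower, a difference of 28.0 percentage points (odds ratio 3.29, Fisher's exact test, two-sided, p = 1.72e-04). The Kolmogorov-Smirnov distance between the called log2 ratios of the authors' deposited table was 0.331 (p = 9.2e-05). Over all tested transcripts the shift was small: the median log2 ratio was -0.06 for 1025 lncRNAs and -0.01 for 14000 mRNAs, below each of 10000 random mRNA lists of equal expression, whose central 95% ran from -0.02 to 0.05. Called transcripts of other classes, most of no annotated gene, were lower in 51.9% of 316 cases, so the contrast with mRNAs is not particular to lncRNAs. Transcripts are not replicates, so these tests describe the set of transcripts and not the spread between animals.

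**Figure D2:**
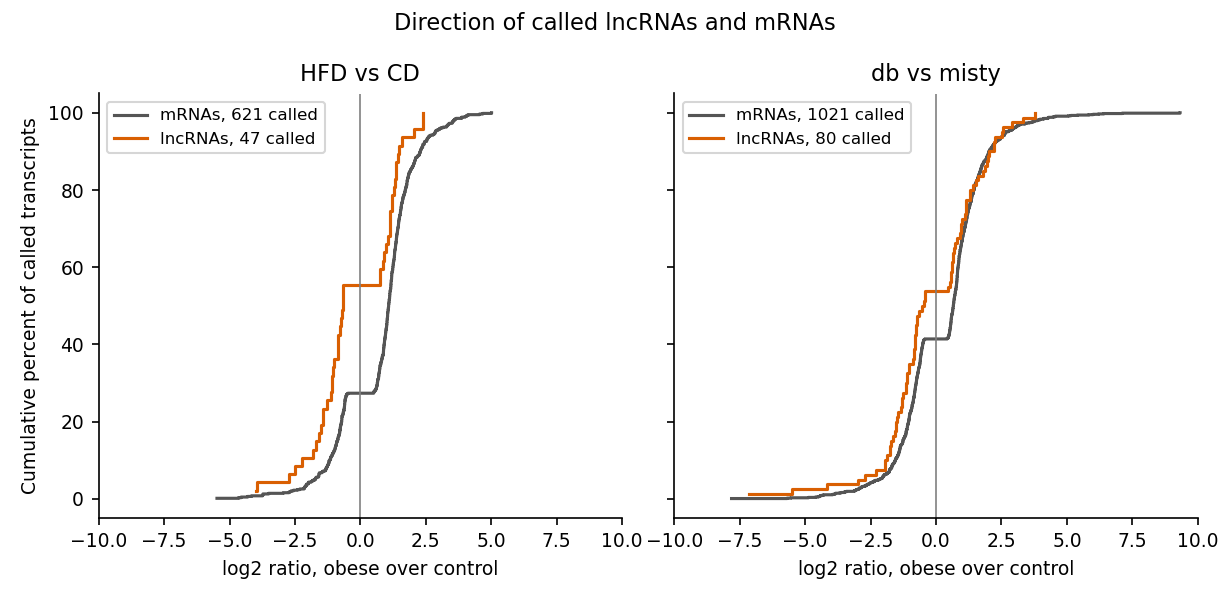
Cumulative percent of called transcripts (y axis) by log2 ratio of obese over control (x axis), for mRNAs in grey and lncRNAs in orange, HFD against CD on the left and db against misty on the right; transcripts without a finite ratio are left out. At a ratio of 0 the lncRNA line lies above the mRNA line in both panels, with the wider gap for HFD (55.3% against 27.4% lower).

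More transcripts were called in genetic obesity than with the diet. As lists, genes of cholesterol synthesis, xenobiotic enzymes, NRF2 targets and female-biased genes were higher in livers of db mice, and male-biased and fatty acid oxidation genes were lower. With a pseudocount of 1, the NRF2, macrophage, ER stress, cell cycle, well-known lncRNA and hepatokine lists of db livers no longer stood apart from matched lists. The authors' deposited table called 1025 mRNAs (Cuffdiff, Benjamini-Hochberg q under 0.05), 602 higher and 423 lower, and 81 lncRNAs, 38 higher and 43 lower. They belong to 933 and 79 genes. Read from the test statistic alone, 301 mRNAs and 30 lncRNAs passed.

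Sult1e1, the estrogen sulfotransferase, went from 0.0604 to 38.7 FPKM in the authors' deposited table, a log2 ratio of 9.33 against a very low control value (Cuffdiff q = 0.0436). Carbonic anhydrase 3, Car3, went from 2.49 to 184 FPKM in the authors' deposited table (Cuffdiff q = 0.00195). The same q in the authors' deposited table went to Lrtm1 (log2 ratio 6.41), the prostaglandin receptor Ptgfr (6.00), Thrsp (5.83), the orosomucoid Orm3 (5.40) and the glutathione transferase Gsta2 (5.15). Serpina1e fell from 239 to 1.07 FPKM in the authors' deposited table, a log2 ratio of -7.81. Further falls in the authors' deposited table were those of Mup15 (-5.69), Mup16 (-5.55), the oxysterol hydroxylase Cyp7b1 (-4.60), the homeobox gene Pitx3 (-4.46), the glucuronosyltransferase Ugt2b38 (-4.34), Mup17 (-3.85) and Igfbp2 (-3.84).

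Cholesterol genes rose in 6 of 16 tested cases, or 7 adjusted over the list alone, with a median of 0.82 (adjusted p = 0.0012 by matched-list permutation, the smallest they can give here). Nsdhl, a sterol dehydrogenase, stood at 2.24, Msmo1 at 1.44, Hmgcs1 at 1.00 and the SREBP regulator Insig1 at 0.96 in the authors' deposited table. Lipogenesis genes rose in 3 of 14 tested cases, or 4 adjusted over the list alone, with a median of 0.49 (adjusted p = 0.0644 by matched-list permutation), and beside Thrsp these were the fatty acid elongase Elovl6 (1.72) and the desaturase Scd2 (1.56) in the authors' deposited table. Lipid droplet and uptake genes split into 3 rises and 2 falls among 12 tested, 4 and 3 adjusted over the list alone, with a median of 0.30 (adjusted p = 0.280 by matched-list permutation). In the authors' deposited table the fatty acid transporter Cd36 (3.97) and Vldlr (3.90) were higher, and Cidec (-2.02) and the lipase inhibitor Hilpda (-1.67) lower. Fatty acid oxidation genes gave 2 falls among 20 tested, also adjusted over the list alone, with a median of -0.97 (adjusted p = 0.0012 by matched-list permutation). They were Pdk4 (-3.48), a kinase that holds back pyruvate oxidation, and the acyl-CoA dehydrogenase Acadvl (-0.47) in the authors' deposited table.

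Glucose genes gave 4 rises and 1 fall among 13 tested, also adjusted over the list alone, with a median of -0.18 (adjusted p = 0.217 by matched-list permutation). Among them the glucose transporter Slc2a2 stood at 2.24, Pygl at 0.79 and the insulin-repressed Igfbp1 at -2.86 in the authors' deposited table. Insulin signalling genes gave 1 rise and 4 falls among 10 tested, also adjusted over the list alone, with a median of -0.21 (adjusted p = 0.280 by matched-list permutation). The falls included Socs2 (-1.59), Socs3 (-1.42) and Irs2 (-1.37), and the rise was the regulatory subunit Pik3r1 (0.66), in the authors' deposited table. Bile acid genes gave 5 rises and 1 fall among 17 tested, also adjusted over the list alone, with a median of 0.28 (adjusted p = 0.278 by matched-list permutation). Cyp7a1 stood at 3.55, the export pump Abcc4 at 2.28 and the transporter Slco1a4 at 2.26 in the authors' deposited table, and the fall was that of Cyp7b1.

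Xenobiotic enzymes rose in 5 of 15 tested cases and fell in none, 7 rose adjusted over the list alone, and the median was 2.21 (adjusted p = 0.0012 by matched-list permutation). Among the risers the authors' deposited table had Cyp2c54 at 2.49, Cyp2c29 at 2.45 and Cyp2c50 at 2.29. NRF2 targets rose in 4 of 14 tested cases, also adjusted over the list alone, with a median of 0.95 (adjusted p = 0.0012 by matched-list permutation), and beside Gsta2 these were Nqo1 (2.21), Gsta4 (1.81) and Gstm1 (1.81) in the authors' deposited table. Of the small MAF factors and partners 5 were tested and 1 rose, Nfe2l2, which encodes NRF2 itself, at 0.82 in the authors' deposited table. Adjusted over the list alone, 1 was higher and 2 were lower, and the median was -0.50 (adjusted p = 0.0786 by matched-list permutation). Maff (-0.69), Nfe2 (-0.50), Bach1 (-0.25) and Bach2 (-1.05) were not called in the authors' deposited table. Maff was again the only small MAF tested. List members with no tested transcript in a comparison, Mafg and Mafk among them, are not analysed here.

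Male-biased genes fell in 10 of 17 tested cases and rose in none, 12 fell adjusted over the list alone, and the median was -2.66 (adjusted p = 0.0012 by matched-list permutation). Serpina1e, Cyp7b1, Ugt2b38 and the elongase Elovl3 (-2.93 in the authors' deposited table) led. Female-biased genes rose in 4 of 12 tested cases, also adjusted over the list alone, with a median of 2.99 (adjusted p = 0.0012 by matched-list permutation). Among these, Cyp2c69 (2.61) and Fmo2 (1.43) rose in the authors' deposited table, as did the sulfotransferase Sult2a1, which is listed at 0 in misty livers and has no finite ratio.

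Among inflammatory and cell type lists, those of macrophages, antigen presentation, stellate cells and hepatocytes stood apart from matched lists, the last not with sums of FPKM over transcripts. Acute phase genes gave 6 rises and 2 falls among 20 tested, 7 and 2 adjusted over the list alone, with a median of 0.39 (adjusted p = 0.124 by matched-list permutation), and Orm3, the siderophore binder Lcn2 (4.46), Orm2 (3.38) and metallothionein Mt1 (2.79) led in the authors' deposited table. The Lcn2 value is that of a processed transcript, which went from 0.0515 to 1.14 FPKM. Macrophage and monocyte markers gave 1 rise (Cd5l, 0.73) and 1 fall (Cd14, -1.20) among 13 tested in the authors' deposited table, 2 and 2 adjusted over the list alone, with a median of 0.50 (adjusted p = 0.0353 by matched-list permutation). Chemokines gave 2 rises and 1 fall among 7 tested, also adjusted over the list alone, with a median of -0.12 (adjusted p = 0.690 by matched-list permutation), namely Cxcl9 (2.53), Cxcl1 (2.40) and Cxcl14 (-1.74) in the authors' deposited table. The Cxcl1 value is that of a retained-intron transcript, which went from 0.312 to 1.65 FPKM. Antigen presentation genes gave 2 rises among 11 tested, 4 adjusted over the list alone, with a median of 0.76 (adjusted p = 0.0103 by matched-list permutation), and H2-Ab1 stood at 0.80 and H2-Eb1 at 0.76 in the authors' deposited table. Stellate cell genes gave 2 rises among 16 tested, 3 adjusted over the list alone, with a median of 0.45 (adjusted p = 0.0345 by matched-list permutation), Lox (1.59) and smooth muscle actin Acta2 (1.10) in the authors' deposited table. Interferon genes gave 1 rise among 10 tested, Ifit3 (0.60 in the authors' deposited table), also adjusted over the list alone, with a median of 0.35 (adjusted p = 0.0911 by matched-list permutation). Cholangiocyte markers gave 1 rise (Afp, 1.83) and 1 fall (Sox9, -1.78) among 7 tested in the authors' deposited table, 2 and 1 adjusted over the list alone, with a median of 0.19 (adjusted p = 0.566 by matched-list permutation). None of 3 T, B and NK cell markers (median 0.07, adjusted p = 0.910 by matched-list permutation), 3 neutrophil markers (-0.06, adjusted p = 0.954) and 5 globin genes (-0.01, adjusted p = 0.769) passed, also adjusted over the list alone. None of 6 endothelial markers passed either, while 1 rose adjusted over the list alone (median 0.20, adjusted p = 0.590 by matched-list permutation), and neither did the 2 adipocyte and 2 pancreas markers tested. Hepatocyte markers gave 2 falls among 10 tested, the apolipoprotein Apoa1 (-1.54) and Fabp1 (-1.36) in the authors' deposited table, against 1 rise and 2 falls adjusted over the list alone, with a median of -0.33 (adjusted p = 0.0365 by matched-list permutation).

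Stress genes fell more than they rose: the ER stress list had 1 rise and 3 falls among 15 tested, 2 and 3 adjusted over the list alone, with a median of -0.34 (adjusted p = 0.026 by matched-list permutation). Sdf2l1 (-1.95), Atf5 (-1.40) and Creld2 (-0.89) fell and Dnajb9 (0.72) rose in the authors' deposited table. Immediate early genes gave 2 falls among 11 tested, Myc (-1.39) and Egr1 (-0.84) in the authors' deposited table, or 4 adjusted over the list alone, with a median of -0.50 (adjusted p = 0.0144 by matched-list permutation). Circadian genes gave 3 rises and 1 fall among 15 tested, also adjusted over the list alone, with a median of 0.50 (adjusted p = 0.0151 by matched-list permutation), and these included the clock output factors Tef (1.74) and Hlf (0.79) and the lower Nfil3 (-0.87) in the authors' deposited table. Oxidative phosphorylation genes gave 2 rises among 12 tested, Ndufa4 (0.65) and Cox5a (0.51) in the authors' deposited table, also adjusted over the list alone, with a median of 0.41 (adjusted p = 0.0898 by matched-list permutation). Cell cycle genes gave 1 rise among 10 tested, Mki67 (1.14 in the authors' deposited table), or 2 adjusted over the list alone, with a median of 0.77 (adjusted p = 0.0209 by matched-list permutation). Hepatokines gave 2 rises and 4 falls among 18 tested, 3 and 4 adjusted over the list alone, with a median of -0.32 (adjusted p = 0.0216 by matched-list permutation), and among them Lect2 (4.60-fold) rose while Igfbp2 and Igfbp1 fell in the authors' deposited table. Amino acid genes gave 2 rises among 16 tested, the histidine lyase Hal (1.99) and Gls2 (0.59) in the authors' deposited table, against 3 higher and 1 lower adjusted over the list alone, with a median of 0.38 (adjusted p = 0.241 by matched-list permutation). Periportal genes gave 3 rises among 9 tested, these same genes and Aldh1b1 (2.68 in the authors' deposited table), also adjusted over the list alone, with a median of 0.37 (adjusted p = 0.366 by matched-list permutation). None of 7 pericentral genes (median 0.53, adjusted p = 0.278 by matched-list permutation) and 10 one-carbon genes (0.01, adjusted p = 0.867) passed, also adjusted over the list alone.

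At the leptin receptor locus, the most abundant Lepr transcript was not called (-1.17, from 0.751 to 0.334 FPKM in the authors' deposited table), while another Lepr transcript was called at -1.78 (Cuffdiff q = 0.0376). The db mutation alters splicing, so these levels are no test of the labels.

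Among lncRNAs of db livers, the rises in the authors' deposited table were led by 1500015L24Rik (log2 ratio 3.77), Gm45086 (3.32), Gm45229 (2.90), RP23-104C18.1 (2.54) and the antisense RNA 5330438I03Rik (4.60-fold). The falls were led by C330002G04Rik (chromosome 19, 23037390 to 23075853), an intergenic RNA that went from 5.93 to 0.0419 FPKM, a log2 ratio of -7.14 in the authors' deposited table. Then came Gm32540 (-5.50), 3930402G23Rik (-4.17), Gm28182 (-2.98) and Egfros (-2.72), which is antisense to the EGF receptor gene, in the authors' deposited table. Gm32540 and 3930402G23Rik (10924427 to 10928696) lie in the Irs2 region of chromosome 8. Of the L-DIO lncRNAs 5 were tested and none was called by its most abundant transcript, also adjusted over the list alone, with a median of -0.26 (adjusted p = 0.278 by matched-list permutation). The study reports them as reduced in LepRdb livers by qPCR. 4833411C07Rik and B930025P03Rik had no tested transcript in this comparison, so they could not show a change. Another transcript of 9030616G12Rik was called at -1.93 in the authors' deposited table. Of 11 well-known lncRNAs tested 1 rose and 2 fell, also adjusted over the list alone, with a median of -0.55 (adjusted p = 0.0151 by matched-list permutation). The imprinted Meg3 stood at 1.95, Pvt1, the neighbour of Myc, at -1.34 and the microRNA host Mir17hg at -1.30 in the authors' deposited table.

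The contrast between lncRNAs and mRNAs had a smaller estimate than under HFD and did not pass under each setting tried. By the calls of the authors' deposited table, the lower ones made up 53.1% of 81 lncRNAs and 41.3% of 1025 mRNAs, a difference of 11.8 percentage points (odds ratio 1.61, Fisher's exact test, two-sided, p = 0.0465), with a Kolmogorov-Smirnov distance of 0.152 (p = 0.0554). With the authors' called mRNAs resampled to the expression of the lncRNAs the difference was 4.01 points (p = 0.458). Over all tested transcripts the medians were -0.04 for 958 lncRNAs and -0.03 for 13630 mRNAs, at the 77.4th percentile of random lists of equal expression.

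**Figure D3:**
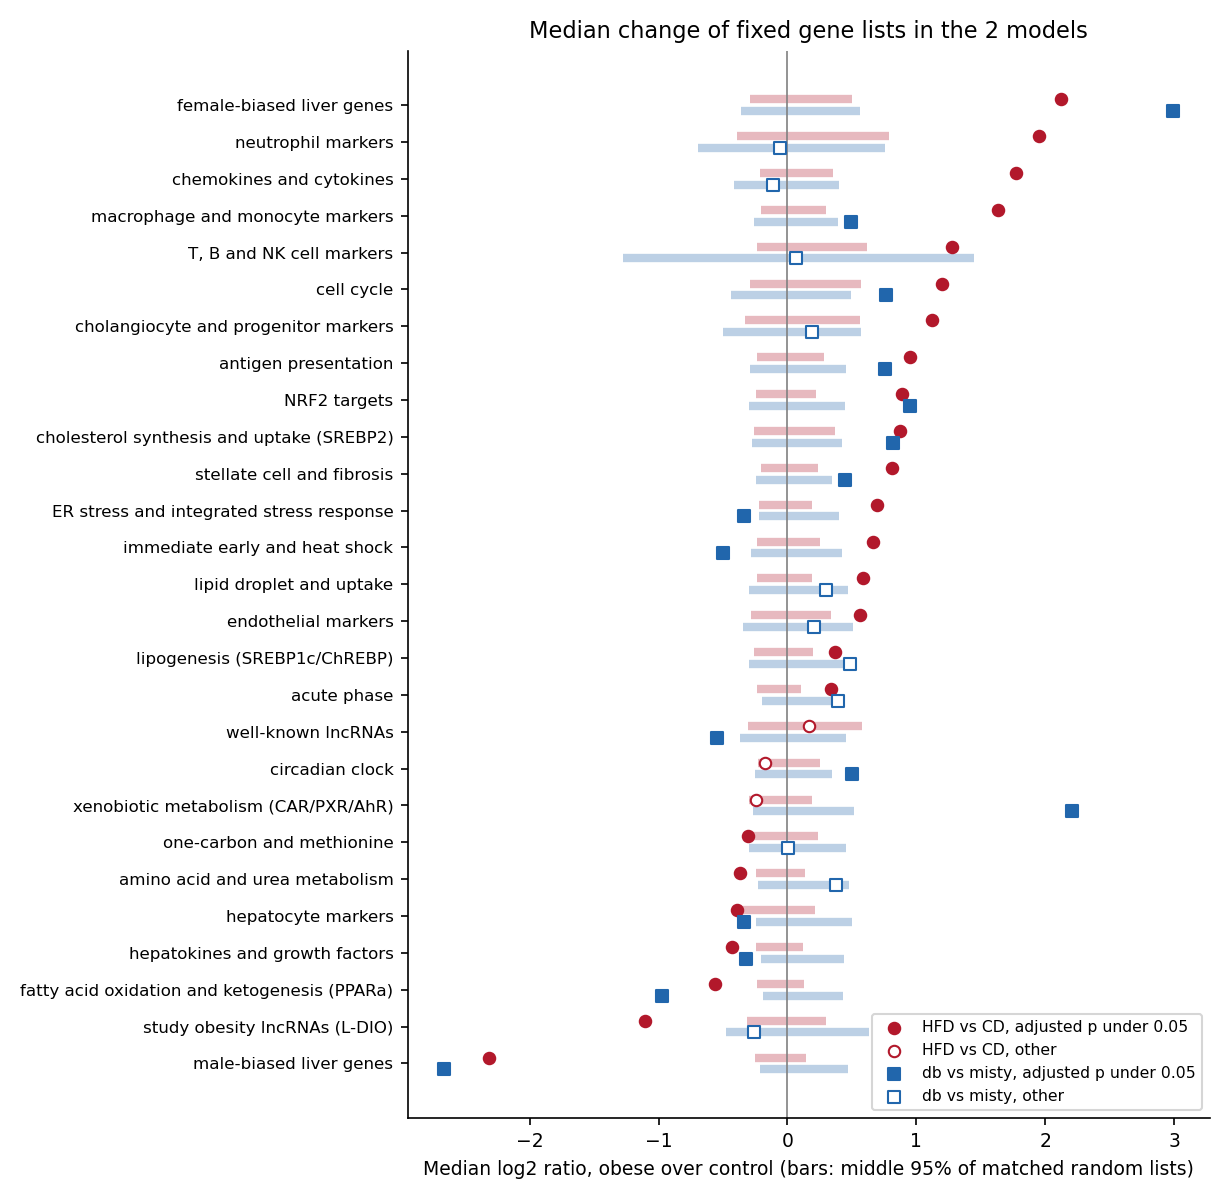
Median log2 ratio of obese over control (x axis) for those fixed gene lists (y axis) that stood apart in at least 1 comparison, red circles for HFD against CD and blue squares for db against misty, filled where the adjusted p from matched random lists was under 0.05. Pale bars give the middle 95% of medians of the matched random lists; male-biased genes lie at -2.32 and -2.66 and female-biased genes at 2.12 and 2.99.

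Calls of the 2 models overlapped in direction. The models share no libraries, and their tables were normalized separately, so levels are not compared across them. Over 9746 genes tested in both, 363 were higher with HFD and 513 in db, and 89 were higher in both against 19.1 given by chance (Fisher's exact test, two-sided, p = 9.66e-37). For lower genes the numbers were 164 and 356, with 62 shared against 5.99 by chance (Fisher's exact test, p = 1.59e-47). Genes called in opposite directions were about as frequent as chance gives, 13 against 13.3 for higher with HFD and lower in db (Fisher's exact test, p = 1) and 12 against 8.63 for the reverse (p = 0.217). Shared rises included Ly6d, with a log2 ratio of 3.87 in each of the authors' deposited tables, and Pls1, with 4.07 and 3.68. Shared falls included Mup15, Mup16, Mup17 and Serpina1e. The opposite group held the peptide transporter Slc15a2 (1.92 with HFD and -4.88 in db), Cyp2c54 (-1.71 and 2.49), the acid phosphatase Acpp (-1.85 and 1.61), Cidec (1.57 and -2.02), Cxcl14 (1.53 and -1.74) and Prrg4 (1.53 and -1.61) in the authors' deposited table of each model.

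**Figure D4:**
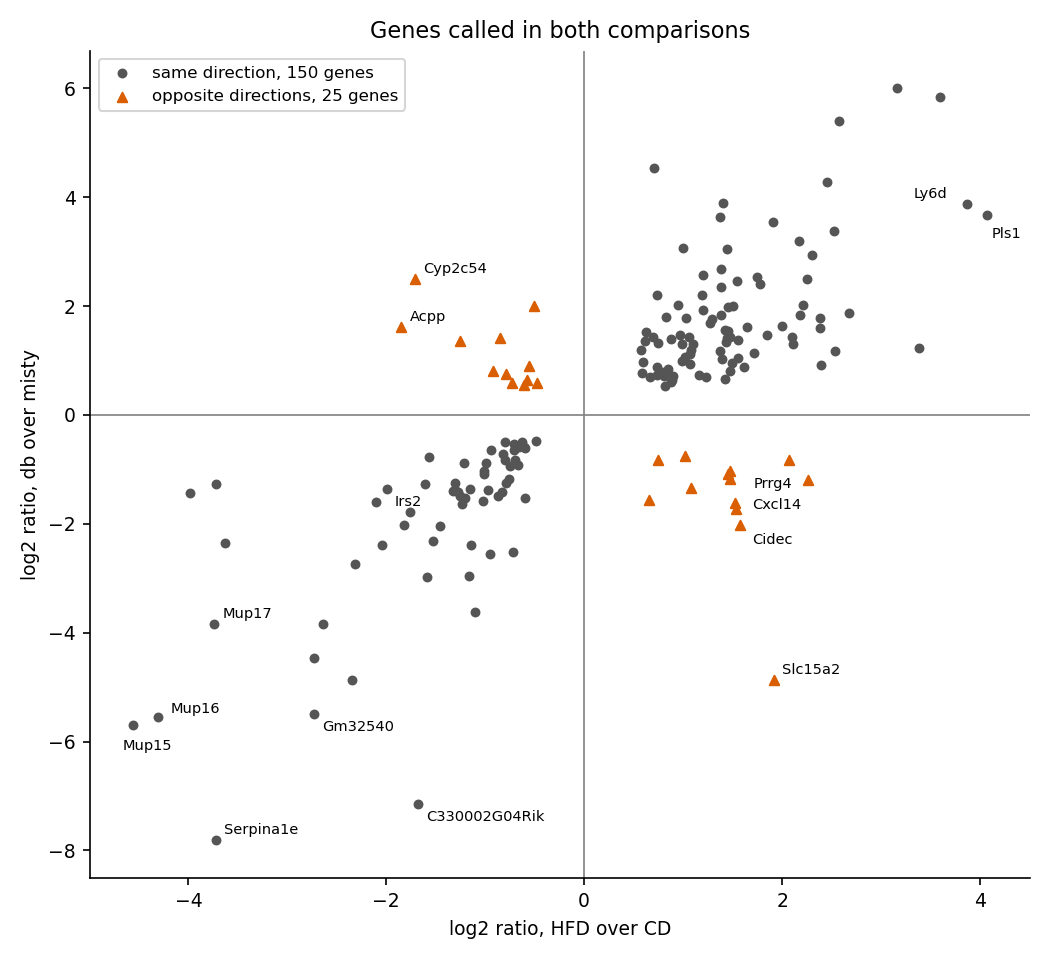
Log2 ratio of HFD over CD (x axis) against log2 ratio of db over misty (y axis) for the 175 genes called in both comparisons with finite ratios, grey circles for the 150 with the same direction and orange triangles for the 25 with opposite directions. Serpina1e and the Mup genes sit at the lower left, Ly6d and Pls1 at the upper right, and Slc15a2 at the lower right.

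Across 9702 genes the log2 ratios of the models were weakly related (Pearson's r 0.268, Spearman's rho 0.293), and across the 175 genes called in both more strongly (0.746 and 0.700, 85.7% with the same sign). These are relations across genes, which are not independent replicates. Choosing genes called in both leaves out ratios near 0, which can itself raise the correlation and the share of like signs. The difference between the models itself passed for 51 genes (z test with the error implied by the test statistic, Benjamini-Hochberg adjusted p under 0.05), 30 of them with the higher ratio in db and 21 with the lower. With errors on the scale of the deposited p, on which the calls rest, it passed for 380 genes, a setting added after the data were seen. The share of lower calls among mRNAs was 13.9 percentage points larger in db than with HFD (Fisher's exact test, p = 1.04e-08), while among lncRNAs it differed by -2.23 points (p = 0.855). By the authors' calls, the odds ratio of lncRNAs against mRNAs was 2.04 times as large with HFD as in db, with a 95% interval from 0.961 to 4.34 (z test, p = 0.0634), so the lncRNA contrast itself is not shown to differ between the models. The models also differ in strain and source and, by the study's methods, in library kit and possibly age, which cannot be separated from the kind of obesity.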

Values the study reported

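The study reports 583 mRNAs and 50 lncRNAs as changed in livers of HFD mice, and 959 mRNAs and 83 lncRNAs in livers of LepRdb mice. At its looser limit of p under 0.1 it counts 1920 mRNAs and 149 lncRNAs in the HFD comparison.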

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

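The tests on male-biased genes and the test on called retained-intron transcripts were chosen only after the result was seen, and the other tests of explanations were planned before the values they measure were seen. Differences between the models are db minus HFD in log2 ratio, the tables were normalized separately, and strain, source, library kit and, by the study's methods, age differ with the model.

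Called lncRNAs were lower more often than called mRNAs in HFD livers (55.3% against 27.4%), and 3 explanations were weighed. Lower expression or GC content of lncRNAs is not borne out as the whole cause, since called mRNAs resampled to the same FPKM were lower in 22.9% on average and those resampled to the same GC content in 27.3%, which puts the lncRNA share at the 100th percentile each time. Less unspliced or nuclear RNA of all kinds in HFD livers has a value in its favour, a median of -0.04 over 796 retained-intron transcripts at the 0.05th percentile of matched lists. In db livers the retained-intron median was lower still, at -0.18 (0th percentile), while the median of all tested lncRNAs there lay at the 77.4th percentile. Called retained-intron transcripts were lower in 12% of 25 cases (3 transcripts, Fisher's exact test against lncRNAs, p = 3.61e-04), and called mRNAs of other transcript types in 28%. Those retained-intron transcripts belong to protein-coding genes and can change with their gene. The test on called transcripts therefore cannot decide, and the explanation stays open. The contrast is not particular to lncRNAs, since called transcripts of no annotated gene were also mostly lower (127 against 99 higher) and medians of unannotated, TEC and processed pseudogene transcripts lay at the 0th, 0.01th and 0.08th percentiles of matched lists, although called TEC transcripts were not mostly lower (4 against 6 higher), and its cause stays open.

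Macrophage and monocyte markers were higher in HFD livers (median 1.63), with Lyz2, their most abundant gene, going from 24.7 to 62.6 FPKM and Cd68 from 7.33 to 14.7 FPKM, the latter not called, in the authors' deposited table (both named after their values were seen). A lower share of hepatocytes would raise endothelial markers alike, but their median lay below that of the macrophage list, with a difference of -1.07 (bootstrap 95% interval from -2.51 to -0.40), which argues against it as the whole cause, while the higher endothelial (0.57), stellate cell (0.81) and cholangiocyte (1.12) medians and the lower hepatocyte median (-0.39) leave it open as a part. Blood left in the tissue would raise globins alike, and their difference of -1.36 (from -2.04 to -0.89) argues against that. Both intervals resample the genes of the lists, so they hold no spread between livers. More macrophages in diet-fed livers, or higher marker expression per cell, may both give this pattern and were not separated. Spp1 is also on the cholangiocyte list, so the lists are not independent.

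Male-biased genes were lower in both models (medians -2.32 and -2.66), and female livers among the obese samples, shared reads and a lower share of hepatocytes were weighed. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had medians of 0.14 with HFD and 0.0018 in db, with none called, which argues against female livers. The study's methods also describe the mice as male. The 8 tested members outside the families listed above as having close copies had medians of -2.15 and -2.74. These lay at the 0th percentile of matched lists in both models, with 3 of the 8 called lower with HFD and 4 in db. This argues against reads shared within those families as the whole cause, and other families with copies were not set aside. Hepatocyte markers lay above the male-biased genes by 1.92 (bootstrap 95% interval from 0.65 to 3.49) with HFD and by 2.33 (from 0.99 to 4.27) in db, which argues against a lower share of hepatocytes as the whole cause. These intervals too resample genes and not livers. A changed growth hormone signal in obesity could remain as a hypothesis that these values do not test.

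Gene lists whose change differed between the models, by matched random lists with Benjamini-Hochberg adjustment, numbered 10 of 36. Median differences above 0 were 5.0 for female-biased genes (adjusted p = 0.00144 by permutation, the smallest these lists can give, over the 6 genes tested in both), 1.97 for xenobiotic metabolism (0.00144), 1.14 for circadian genes (0.00144) and 0.71 for oxidative phosphorylation (0.0228). Those below 0 were -1.58 for chemokines (adjusted p = 0.00144 by permutation), -0.84 for ER stress (0.00144), -0.83 for immediate early and heat shock genes (0.0036), -0.53 for macrophage markers (0.0206), -1.36 for neutrophil markers (0.0228) and -0.98 for cholangiocyte markers (0.0266). The neutrophil difference rests on 3 genes and the chemokine and cholangiocyte differences on 7 each, and no single gene of these lists differed. The share of lower calls among mRNAs differed by 13.9 percentage points (Fisher's exact test, p = 1.04e-08).

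Among named genes 20 differed between the models by the z test with Benjamini-Hochberg adjustment, with the error implied by the test statistic of the authors' deposited tables. With the higher ratio in db were, from the authors' deposited tables, Sult1e1, by 8.07 (standard error 1.98, adjusted p = 0.0123), Cyp2b9, by 7.52 (1.74, p = 0.00486, not called in db), Cyp2c54, by 4.20 (0.85, p = 0.000348), Gsta2, by 3.71 (0.94, p = 0.0193), and Acpp, by 3.45 (0.82, p = 0.00758). Smaller differences of that direction, from the authors' deposited tables, were those of Cyp2c50 (2.75, p = 0.0264), Cyp2c37 (2.51, p = 1.51e-09), Cyp4a12b (2.45, p = 0.00498), Thrsp (2.23, p = 0.0430), 5330438I03Rik (1.72, p = 0.00334) and Ppp1r3c (1.54, p = 0.0126). With the lower ratio in db were, from the authors' deposited tables, Slc15a2, by -6.79 (standard error 0.92, adjusted p = 2.95e-10), C330002G04Rik, by -5.46 (0.68, p = 2.88e-12), Cidec, by -3.59 (0.91, p = 0.0184), Cd14, by -3.46 (0.60, p = 4.84e-06), and Cdkn1a, by -3.16 (0.86, p = 0.0481). Further differences of that direction, from the authors' deposited tables, were those of Prrg4 (-3.14, p = 4.84e-06), Pdk4 (-2.84, p = 0.00204), Tsku (-1.65, p = 0.00278) and Egr1 (-1.58, p = 0.0323).

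Outside the mRNA and lncRNA comparisons, 76 immunoglobulin variable gene transcripts of HFD livers had a median log2 ratio of 2.02, at the 100th percentile of matched lists, with 0 called by Cuffdiff, 8 under an unadjusted p of 0.05, and reads that close copies share.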

How the results depend on the processing

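Tests chosen only after the data were seen were the p from the test statistic alone, processed transcripts added to lncRNAs, errors on the scale of the deposited p, genes with any transcript called, and mRNAs without immune, stromal and biliary list genes. No paired analysis was possible because the tables hold 1 value per group and the labels pair no animals. Leaving out each replicate, a replicate block and other splits of the samples could not be run for the same reason.

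Of the results of the comparisons, 53 were kept, 15 moved, 4 were weaker, 1 was stronger and 1 reversed. A tested result was kept if it had the same direction and side of the threshold, and a count if it stayed within 1.5 times its main value, so that 625 and 427 HFD mRNAs (2-fold or more) or 1025 and 692 db mRNAs (q under 0.01) pass as kept. The HFD difference in the share of lower lncRNAs passed under each alternative run (from 16 to 33.6 points), the HFD median difference stayed below 0 and past its limits (from -0.07 to -0.02), and the overlap ratio of 6.02 for calls of both models ranged from 2.81 to 8.50. The share of lower HFD lncRNAs itself ran from 47.2% at q under 0.01 to 61.5% from the statistic alone, and centring moved no call.

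Counts moved because the alternative itself sets a stricter or looser limit. The 625 HFD mRNAs became 396 at q under 0.01, 2412 at p under 0.1 and 136 from the test statistic alone. The 47 HFD lncRNAs became 30 at 1 FPKM or more, 154 at p under 0.1 and 13 from the statistic alone. The 1025 db mRNAs became 565 at 2-fold or more, 3156 at p under 0.1 and 301 from the statistic alone. The 81 db lncRNAs became 51 at 2-fold or more, 47 at 1 FPKM or more, 196 at p under 0.1 and 30 from the statistic alone. The 51 genes that differ between the models became 380 with errors on the scale of the deposited p, since those errors are smaller.

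The db difference in the share of lower lncRNAs (11.8 points) passed in 5 alternatives (from 11.7 to 26.1 points, p from 0.00982 to 0.0467 by Fisher's exact test), among them centring, which moved no call. It no longer passed by Fisher's exact test at p under 0.1 (5.56 points, p = 0.141), at 1 FPKM or more (11.9, p = 0.122) or with processed transcripts added (9.77, p = 0.0668) nor by resampling of mRNAs to the FPKM of the lncRNAs (4.01, p = 0.458). At 1 FPKM or more fewer transcripts were left; for the others the cause was not tested. The db median difference (-0.01) was -0.069 and past its limits with 1 transcript per gene, and reversed to 0.013 with lincRNAs only; the cause was not tested. Spearman's rho between the models moved from 0.293 to 0.371 at a mean of 1 FPKM or more in both, and the cause was not tested.

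Among list medians 130 kept direction and side of the threshold, 4 were stronger, 9 weaker and 1 reversed, the globins in db at 0.00033 with sums of FPKM, a value next to 0 in both settings. With a pseudocount of 1 the db lists that stood apart went from 16 to 11: NRF2 targets, macrophage markers, ER stress, cell cycle, well-known lncRNAs and hepatokines no longer did, and oxidative phosphorylation did. With HFD the cell cycle list no longer did with that pseudocount, and the hepatocyte markers of both models no longer did with sums of FPKM. The glucose list with HFD, in both settings, and lipogenesis in db, with sums, newly stood apart. Among values of named genes 687 were unchanged by these criteria, 105 moved, mostly with a pseudocount of 1 (102), 128 were weaker, 37 at q under 0.01 and 91 from the statistic alone, and none reversed. Depth per liver is unknown, so what it limits was not measured, and transcripts near 0 FPKM are the ones a pseudocount moves.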

Other observations

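The tests of neighbouring genes by distance and without the Irs2 and Egfr loci were chosen only after the result was seen, and the Irs2 locus was known to change before the main test of neighbours was run. That main test, on the sign of the nearest tested protein-coding gene, was planned before its outcome was seen.

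Called lncRNAs may share local changes with the nearest tested protein-coding gene, which is not always the nearest gene. With HFD, Gm11345 overlaps Cmah but was paired with Lrrc16a, 86.0 kb away. Gm26778 overlaps Kctd12 but was paired with Acod1, 64.4 kb away. In HFD livers 73.3% of 45 lncRNAs had the sign of the tested neighbour, against a mean of 49.6% and an upper limit (of the middle 95%) of 64.4% when neighbours were shuffled, and in db livers 65.4% of 78, against 51.2% and 62.8%. Without the Irs2 and Egfr loci the shares were 72.1% of 43 and 64.0% of 75. Within 10 kb they were 87.5% of 16 and 82.1% of 28, while for lincRNAs more than 10 kb away they were 66.7% of 27 (95.1th percentile of shuffles) and 52.4% of 42 (52.3rd percentile), so the share of signs did not pass for distant lincRNAs in either model. Where the neighbour was called too, 7 of 7 pairs with HFD, all of them such distant lincRNAs, and 8 of 9 in db had the same sign, or 5 of 5 and 6 of 7 without the Irs2 and Egfr loci, since Irs2 is the neighbour in 2 pairs of each model. Trp53cor1 and Cdkn1a, 12 kb apart, had log2 ratios of 1.60 and 2.06 with HFD, Pvt1 and Myc had -1.34 and -1.39 in db, and the exception was Gm45086 with Zdhhc13 (3.32 and -0.99 in db, named after its value was seen), in the authors' deposited table. These values cannot separate regulation by the lncRNA, a shared regulatory region and transcription running on from a neighbour.

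Transcripts of no annotated gene had a median log2 ratio of -0.26 over 3068 tested in HFD livers (0th percentile of matched mRNA lists), with 99 higher and 127 lower, and of -0.09 over 3593 in db livers (67.8th percentile, so no shift against such lists), with 109 higher and 239 lower, by Cuffdiff calls in the authors' deposited table.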
